A study of Mus musculus with 6 samples. Its data were reported in "Loss of PLA2G4E compromises synaptic structure and cognitive outcomes in mice" (2025).

How the data were processed

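RNA was measured in 6 samples of mouse prefrontal cortex, 3 from mice with a constitutive knockout of *Pla2g4e* (KO) and 3 from wild-type mice (WT). *Pla2g4e* encodes a calcium-dependent phospholipase of the cytosolic phospholipase A2 family. Per the labels, polyadenylated RNA was made into strand-specific libraries. The group and the replicate number of each sample were taken from its title. The labels give no sex, litter, age or sequencing batch.

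The deposited values are raw counts of read pairs (fragments) per gene, 1 table per sample. The authors aligned the reads with STAR. Per the file headers, fragments over exons were then counted per gene with featureCounts 1.6.0 in paired-end mode, with strand option 2 (reverse-stranded), on the GENCODE M31 annotation of the GRCm39 assembly. The methods of the study name an earlier assembly and annotation, so all coordinates given here are those in the files. The header lists no option for counting fragments that map to several places or overlap several genes, so such fragments were not counted, which lowers the counts of genes with near-identical copies. Replicates were not pooled and no normalization was applied before deposition. Counts are summed over all exons of a gene. The position of fragments within a gene was not analysed here.

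The tables list 56923 genes. Symbols, biotypes, Entrez numbers and GC content were taken from a GENCODE annotation of the previous mouse assembly by matching gene identifiers, and 52073 genes matched a symbol. Of the 29943 genes with a fragment in any library, 19084 had at least 6 fragments in at least 1 library and were tested. This filter and the test follow the study's methods. Scaling factors were computed by the trimmed mean of M-values (TMM) in edgeR 4.0.16, and KO was compared with WT with voom weights and limma 3.58.1 under R 4.3.3, without covariates, in a two-sided test with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Expression is given as CPM (a gene's share of the library's counts, per 1e6) after TMM scaling, as mean ± SD of 3 libraries. Fold changes are log2(KO/WT) with the standard error (SE) from the limma fit.

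Gene sets were tested with camera in limma, with a preset correlation between genes of 0.01 and adjustment over the sets of a family. The first family held 18 hand-written lists of at least 3 tested genes. They were the synaptic proteins measured in the study, the genes named for the knockdown cultures, enzymes of N-acylphosphatidylethanolamine (NAPE) and endocannabinoid metabolism, synapse organization, neurotransmitter secretion, actin cytoskeleton regulation, axonogenesis, and markers of neurons, oligodendrocytes, astrocytes, microglia, endothelium, striatal neurons, choroid plexus, upper and deep cortical layers and blood cells, and immediate early genes. Some genes stand in more than 1 list. The second family held 9 Reactome sets from the fgsea 1.28.0 package, 1 of which is not reported here. The Gene Ontology collections used in the study were not used here. Genes within 5 Mb of *Pla2g4e* were compared with all other genes by Fisher's exact test on the number with an unadjusted p-value under 0.05. Sex-linked genes and genes that differ between C57BL/6J and C57BL/6N substrains were read as values only.

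Genes were named by rule. *Pla2g4e* was always named. Because no gene passed the adjusted threshold, the 5 genes of lowest p-value in each direction were named, among those with a mean log2 CPM of at least 0 and no overlap between the CPM values of the groups. The sample groups, the tests, the gene lists and most of the alternatives were fixed before the data were examined. The alternatives were the quasi-likelihood test of edgeR, DESeq2 1.42.0, other scaling factors, other filters, library quality weights, the replicate number as a block, leaving out each library in turn, other set tests and other windows. A covariate for Y-linked expression and the removal of trends with GC content, exon length and mean level were chosen after seeing the data. GC content was known for 18603 of the tested genes (97.5%).

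Library totals ranged from 11792463 to 14594230 fragments. Fragments carry no molecular identifiers, so counting error excludes duplication during amplification. The scripts were tested on simulated counts drawn from the real means, dispersions and library sizes. Among 200 genes changed by known folds at 5 CPM or more, limma-voom recovered 97.5% at the adjusted threshold, with 95% of the genes changed 2-fold and 100% of those changed 4-fold, out of 18493 simulated genes tested. Of its 209 calls, 6.70% were unchanged genes. Genes were drawn independently, without differences between libraries that many genes share, so these percentages are not the power in the real data. In simulated counts of 19084 unchanged genes, no gene passed and 872 had an unadjusted p-value under 0.05. A list of 12 genes shifted by 0.50 on the log2 scale had an adjusted p-value of 0.00528 under fry and 0.00689 under camera with an estimated correlation. That shift is larger than the median observed in the real data for each of the 7 lists called by camera. These lists were therefore also shifted by their own observed medians in 20 simulations of 19084 genes drawn independently. Camera called 6.55 of the 7 on average, fry 3.65 and camera with an estimated correlation 3.10.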

Results

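To characterise the cortical transcriptome of mice lacking Pla2g4e, polyadenylated RNA from the prefrontal cortex was sequenced in 3 KO and 3 WT samples. Library totals were 14594230, 11792463 and 12827118 fragments for KO replicates 1 to 3. They were 12885136, 12426320 and 12757869 fragments for the libraries labelled WT replicates 1 to 3. Between 23297 and 24349 genes had at least 1 fragment in a library, and mitochondrial genes took 6.13% to 7.41% of the fragments. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM was 0.975 to 0.980 between libraries of a group and 0.969 to 0.981 between libraries of different groups. These ranges overlapped. The most similar pair was KO replicate 2 and WT replicate 3, and their counts still differed by more than sampling noise (chi-square per degree of freedom 2.95). The first principal component held 28.6% of the variance and the second held 22.5%. *Xist* was at 1387 CPM in KO replicate 1 and 969 CPM in the library labelled WT replicate 1, and at most 0.246 CPM in the other 4 libraries. The Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* were detected in those 4 libraries and were at most 0.157 CPM in KO replicate 1 and the library labelled WT replicate 1. This split placed 1 library of each group on one side, and groups of that size allow no test on that side. KO and WT were not compared within the other 4 libraries alone.

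The targeted gene was examined first, as a check of the labels. *Pla2g4e* (ENSMUSG00000050211.15) is a protein-coding gene on the minus strand of chromosome 2, from 119996893 to 120075816 in GRCm39. Its level was 7.35 ± 1.21 CPM (SD, n = 3) in KO and 10.8 ± 2.71 CPM (SD, n = 3) in WT. The KO libraries were at 5.95, 8.12 and 7.97 CPM, from 88, 97 and 102 fragments. The libraries labelled WT were at 7.84, 11.30 and 13.19 CPM, from 100, 138 and 168 fragments. The log2 fold change was -0.55 (SE 0.21), with an unadjusted p-value of 0.0205 and an adjusted p-value of 0.635 in limma-voom. The groups overlapped, because the library labelled WT replicate 1 lay within the KO range. Across the 18 alternatives the log2 fold change stayed between -0.76 and -0.39, and the adjusted p-value ranged from 0.261 to 0.999. Transcript was thus counted over the exons of the gene in all 3 KO libraries, which does not show whether protein was made. In other samples, the study reported no Pla2g4e protein in hippocampus of the knockout mice by Western blot or immunostaining. Directions given here follow the labels.

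**Figure D1:**
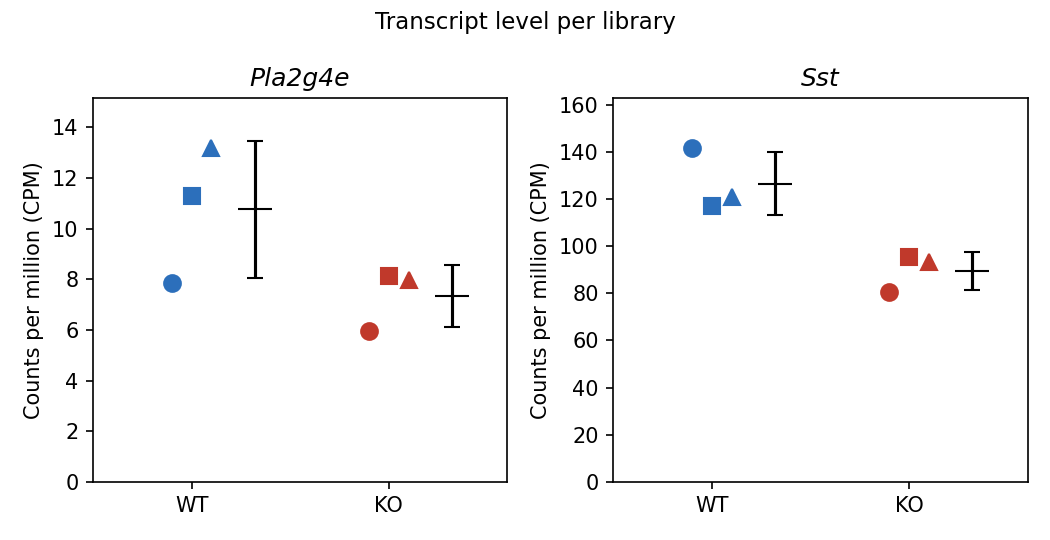
Level of *Pla2g4e* and *Sst* in CPM (vertical axis) in the WT and KO libraries (horizontal axis); circles, squares and triangles are replicates 1, 2 and 3, and the bars show mean ± SD of 3 libraries. For *Pla2g4e* the library labelled WT replicate 1 (7.84 CPM) lies within the KO range of 5.95 to 8.12 CPM, whereas for *Sst* all WT libraries lie above all KO libraries.

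Genome-wide, 0 of 19084 genes differed between KO and WT at an adjusted p-value under 0.05 in limma-voom, and 1492 genes had an unadjusted p-value under 0.05. The lowest adjusted p-value was 0.635. By chance, 954.2 genes would have an unadjusted p-value under 0.05. Of the 1492 genes, 835 were higher and 657 lower in KO, so 56.0% were higher. With library totals alone as the scaling, 1071 of 1489 genes (71.9%) were higher. The direction of the majority changed with DESeq2, with 439 higher and 463 lower (48.7% higher), and without WT replicate 3, with 1028 higher and 1211 lower (45.9% higher). The KO and WT values did not overlap for 2482 genes, or 13%, whereas chance gives 10% for 3 libraries against 3. The number of adjusted calls moved most with a covariate for Y-linked expression, chosen after seeing the data, which called 22 genes. The number of unadjusted calls depended on single libraries. It was 2239 without WT replicate 3, 830 without KO replicate 1 and 782 without WT replicate 2. Without WT replicate 2, 1 gene passed the adjusted threshold, *Ripor2*, with an adjusted p-value of 0.000335.

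**Figure D2:**
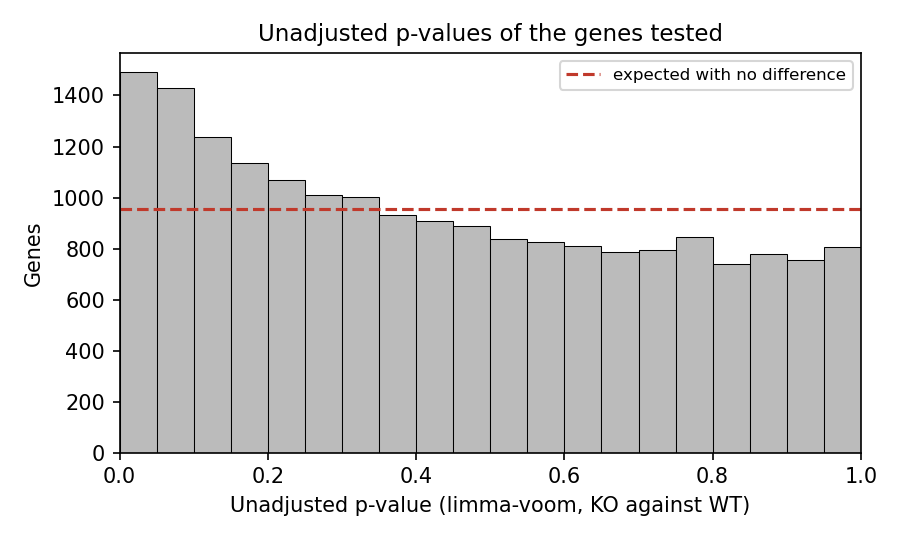
Number of genes (vertical axis) by unadjusted p-value of the limma-voom comparison of KO with WT (horizontal axis, bins of 0.05); the dashed line marks the 954.2 genes per bin expected with no difference. The first bin holds 1492 genes and the second 1430, and the counts fall off gradually rather than forming a narrow peak near 0.

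The genes of lowest p-value in each direction were all above the adjusted threshold, each with an adjusted p-value of 0.635 in limma-voom. Among genes lower in KO, *Sst* (ENSMUSG00000004366.5, chromosome 16, 23708323 to 23709708), which encodes somatostatin, had the lowest p-value. It was at 89.6 ± 8.03 CPM in KO and 127 ± 13.2 CPM in WT. The limma-voom log2 fold change was -0.50 (SE 0.09), with an unadjusted p-value of 0.000114. *Trbc2*, *Gm14703*, *Mylk3* and *Cd93* were also lower in every KO library than in every WT library, with log2 fold changes of -0.85, -1.50, -0.74 and -0.59. *Gm14703* is annotated as antisense and averaged 1.51 CPM in KO and 3.98 CPM in WT. *Trbc2* belongs to a family with near-identical members, so its count is uncertain. Among genes higher in KO, *Arhgef1* was at 104 ± 3.69 CPM in KO and 84.2 ± 1.09 CPM in WT. Its log2 fold change was 0.30 (SE 0.06), with an unadjusted p-value of 0.000539. *Zfp516*, *Ccdc187*, *Btg1* and *Grin2c* had log2 fold changes of 0.66, 1.28, 0.61 and 0.38. The directions of these 10 genes were the same under the 18 alternatives run for each. For *Sst*, the adjusted p-value ranged from 0.0122 in DESeq2 to 0.925 across these alternatives.

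The study followed synaptic proteins and genes that responded to knockdown of *Pla2g4e* in neuronal cultures, and the transcripts of both were examined in cortex. Of the 10 transcripts of synaptic proteins, 6 were lower and 4 higher in KO. None passed when adjusted over the list alone or over all genes tested, and 1 had an unadjusted p-value under 0.05. That was *Syp* (unadjusted limma-voom p-value 0.0143), at 1067 ± 47.8 CPM in KO and 1213 ± 73.2 CPM in WT. The list for the knockdown cultures holds 7 genes named in the study, not all genes it reported as changed there. Of these 7 genes, 6 were lower in KO. The count adjusted over the list alone was 1 and that over all genes tested was 0. The gene was *Cck*, at 248, 234 and 253 CPM in KO and 404, 303 and 266 CPM in WT. Its log2 fold change was -0.38 (SE 0.12), with an unadjusted p-value of 0.00706 and an adjusted p-value over the list alone of 0.0494 in limma-voom. *Slc17a7*, which encodes VGLUT1, was at 1368 ± 179 CPM in KO and 1539 ± 131 CPM in WT. Its unadjusted limma-voom p-value was 0.0848. Of 19 enzymes and receptors of NAPE and endocannabinoid metabolism, 11 were lower in KO, and 0 passed when adjusted over the list alone, with 2 at an unadjusted p-value under 0.05.

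To ask whether functions named in the study shifted as groups of genes, 18 lists were tested with camera, and 7 had an adjusted p-value under 0.05. Lower in KO were neurotransmitter secretion (median log2 fold change -0.11, 22 of 26 genes lower, adjusted p = 4.47e-06), actin cytoskeleton regulation (-0.09, 27 of 32, 3.29e-05), neuron markers (-0.15, 10 of 12, 0.00136), synapse organization (-0.06, 20 of 25, 0.00211) and genes named for the knockdown cultures (-0.15, 6 of 7, 0.00426). Higher in KO were striatal neuron markers (0.36, 10 of 10 genes higher, adjusted p = 0.00211) and oligodendrocyte markers (0.16, 11 of 12, 0.0108). None of these calls held under fry, with adjusted p-values of at least 0.350, or under camera with the correlation estimated from the data, with adjusted p-values of at least 0.475. All 7 were also called by preranked fgsea, with adjusted p-values from 2.79e-05 to 0.0322. Camera takes genes as the units at a preset correlation, and the spread between libraries was of the size of the shifts. For neurotransmitter secretion the mean deviation from the average of the 6 libraries was -0.14, -0.01 and -0.01 in KO and 0.05, 0.12 and -0.01 in WT. WT replicate 3 was within the KO range for the 5 lists that were lower. For striatal markers the deviations were 0.03, 0.76 and 0.07 in KO and -0.88, -0.62 and 0.63 in WT. The striatal call was lost without KO replicate 2 (adjusted p = 0.185) or without WT replicate 1 (0.146). The oligodendrocyte call was lost without KO replicate 2 (0.140), KO replicate 3 (0.173), WT replicate 1 (0.657) or WT replicate 2 (0.0862). The call for genes of the knockdown cultures was lost without WT replicate 1 (0.0528).

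**Figure D3:**
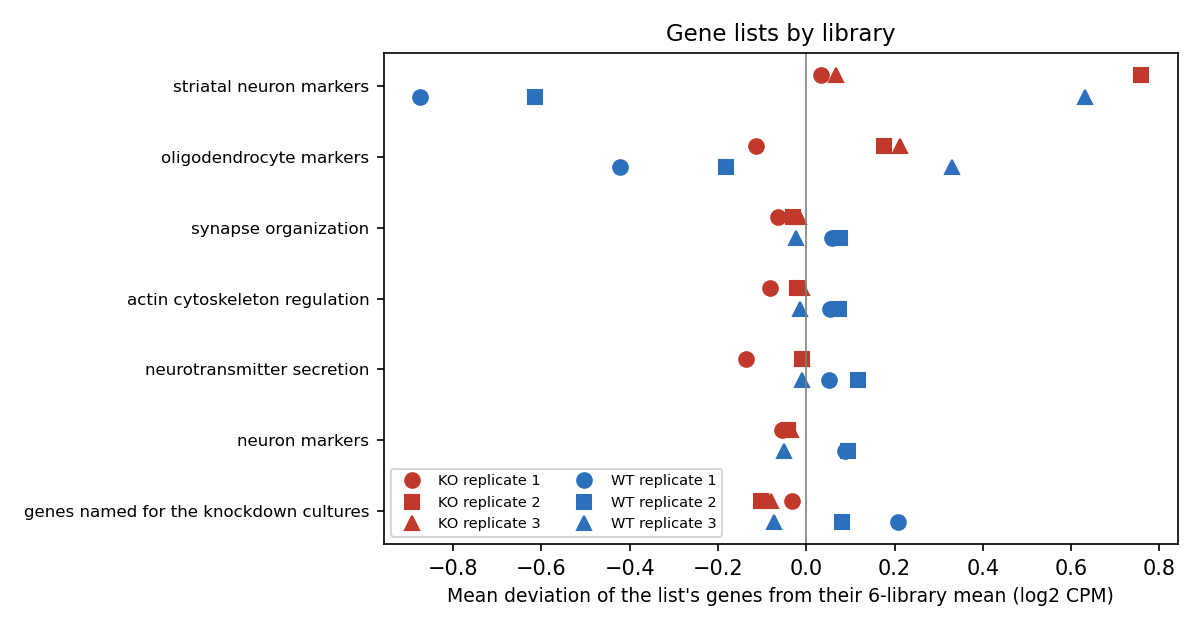
Mean deviation of the genes of each list from their average over the 6 libraries, in log2 CPM (horizontal axis), for the 7 lists called by camera (vertical axis); red marks are KO, blue marks are WT, and circles, squares and triangles are replicates 1, 2 and 3. WT replicate 3 lies among the KO libraries for all lists but oligodendrocyte markers, and for striatal markers it is at 0.63 whereas the other WT libraries are at -0.88 and -0.62.

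The other 11 lists were not called. Their adjusted p-values were 0.0787 for axonogenesis, 0.120 for astrocyte markers, 0.295 for synaptic proteins measured in the study, for NAPE and endocannabinoid metabolism and for upper and deep cortical layer markers, 0.345 for microglia markers, 0.370 for endothelial markers, 0.390 for immediate early genes, 0.431 for blood cell markers and 0.853 for choroid plexus markers. Some of these were called under alternatives. Astrocyte markers, higher in KO, were called without WT replicate 1 (adjusted p = 1.40e-05), without KO replicate 2 (0.0155) and with no filter beyond 1 fragment (0.0275). They were also called with the Y-linked covariate (0.0457) and with trends with GC content, exon length and mean level removed (0.00596), both chosen after seeing the data. Axonogenesis, lower in KO, was called without KO replicate 2 (0.0218), without WT replicate 3 (0.0267) and by preranked fgsea (0.0123). Immediate early genes were called higher without KO replicate 1 (0.00216) or WT replicate 3 (0.0267), and microglia and endothelial markers were called lower without WT replicate 2 (0.0113 and 0.0498). Of the 9 Reactome sets, 3 were called lower in KO by camera. They were Membrane Trafficking (median log2 fold change -0.08, adjusted p = 0.000114), Translation (-0.05, 0.000114) and Vesicle-mediated transport (-0.07, 0.00161). None held under fry (adjusted p of at least 0.414) or with an estimated correlation (at least 0.350). Vesicle-mediated transport was not called without WT replicate 1 (0.285). Of the sets not called, Innate Immune System, Transmission across Chemical Synapses, Axon guidance, Neuronal System and Neurotransmitter Release Cycle had adjusted p-values from 0.181 to 0.388.

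Because a targeted allele can carry flanking sequence of the embryonic stem cells it was made in, genes within 5 Mb of *Pla2g4e* (chromosome 2, 114996893 to 125075816) were compared with all others. An unadjusted p-value under 0.05 was found for 10 genes near *Pla2g4e* (8.40% of those tested there) and for 1481 of 18964 other genes (7.81%). The odds ratio was 1.08 and the two-sided Fisher's exact test gave a p-value of 0.733. Without WT replicate 3 the odds ratio was 1.79 (Fisher's exact p = 0.0152), and without WT replicate 1 it was 0.611 (Fisher's exact p = 0.417), so single libraries decided this value. Of the genes that differ between C57BL/6 substrains, *Nnt* (ENSMUSG00000025453.19) had 14, 17 and 17 fragments in KO and 14, 12 and 14 in WT. A further entry of *Nnt* (ENSMUSG00000116207.2) had 0 fragments in every library. Any fragments that fit both entries were not counted, so the level of *Nnt* is uncertain. *Wdfy1* was at 46.8 ± 2.39 CPM in KO and 47.4 ± 2.0 CPM in WT, *Gabra2* at 153 ± 5.97 and 144 ± 12.2 CPM, *Ide* at 56.6 ± 3.16 and 53.5 ± 2.66 CPM and *Cyfip2* at 1146 ± 146 and 1219 ± 150 CPM. *Crb1* was at 1.07 ± 0.186 CPM in KO and 0.608 ± 0.109 CPM in WT (unadjusted p = 0.0823 in limma-voom). *Entpd4* and *Nlrp12* had at most 2 fragments in a library and were not compared.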

Values the study reported

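In neuronal cultures in which *Pla2g4e* was knocked down, which are other samples than those analysed here, the study reported 1,292 differentially expressed genes. Of these, 817 were lower and 475 higher after knockdown. The study's threshold for these genes was a false discovery rate under 0.01. For the prefrontal cortex of the knockout mice its text names affected processes without a number of genes.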

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

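The direction of *Pla2g4e* and of the 10 other genes named by rule was the same under the 18 alternatives run for each. *Sst* alone passed the adjusted threshold under any of them, in DESeq2 and with the Y-linked covariate. The median log2 fold change over all genes was 0.01, and among the other scalings it was highest with library totals alone, at 0.03.

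With DESeq2, 1 gene had an adjusted p-value under 0.05, *Sst* (adjusted p = 0.0122), and 902 genes had an unadjusted p-value under 0.05. With the Y-linked covariate, chosen after seeing the data, 22 genes passed, 21 of them higher in KO. The cause of the DESeq2 difference was not tested. In the simulated counts with changed genes, 10.1% of the 217 DESeq2 calls were unchanged genes, against 6.70% of the 209 limma-voom calls. Across the 6 fits that each left out one replicate, 0 to 1 genes passed and 782 to 2239 genes had an unadjusted p-value under 0.05. The gene that passed without WT replicate 2 was *Ripor2*, whose values are given among the other observations.

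The list and Reactome calls depended on the set test. Under fry, 0 of 18 lists and 0 of 9 Reactome sets were called, and with the correlation estimated from the data 0 and 0 were called. Preranked fgsea called 8 of the lists, among them the 7 called by camera, and 8 of the Reactome sets. These tests differ in whether genes are treated as nearly independent. With trends with GC content, exon length and mean level removed, a setting chosen after seeing the data, 4 lists and 0 Reactome sets were called. Across the fits that each left out one replicate, 5 to 9 lists and 2 to 3 Reactome sets were called.

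The odds ratio for genes near *Pla2g4e* ranged from 0.611 to 1.79 when single replicates were left out and was 0.666 with the trends removed. The cause was not tested. Some set results changed direction, and none was called in the setting where it did so. With the trends removed, the adjusted p-values were 0.479 for Translation, which had been called lower before, 0.725 for Neuronal System, 0.623 for Neurotransmitter Release Cycle, 0.701 for Transmission across Chemical Synapses and 0.739 for microglia markers. Choroid plexus markers changed direction with no filter beyond 1 fragment (0.655), with filterByExpr (0.778) and with the Y-linked covariate (0.947). Leaving out single replicates reversed 4 lists, whose adjusted p-values across the 6 fits ranged from 0.0113 to 0.686 for microglia markers, 0.288 to 0.909 for choroid plexus markers, 0.0528 to 0.851 for blood cell markers and 0.00216 to 0.197 for immediate early genes. Of the other set results, 26 were weaker and 10 stronger under the remaining alternatives, and 8 were weaker and 8 stronger when single replicates were left out.

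Samples of the 2 groups share replicate numbers, so a fit with the replicate block was run. Deviations from the group means correlated between same-numbered samples at 0.230, 0.045 and -0.014 for numbers 1 to 3. These values give little sign of pairing by number, and with 3 libraries per group they cannot exclude it. With the block, 0 genes passed the adjusted threshold and 1693 had an unadjusted p-value under 0.05, and the odds ratio near *Pla2g4e* was 1.72 (Fisher's exact p = 0.0498). Astrocyte markers were called with the block (adjusted p = 0.0271).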

Other observations

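Fry, camera with an estimated correlation and the fit without KO replicate 1 were among the alternatives fixed before the data were examined. Their use here, and all other tests in this part, were chosen after the results they bear on had been seen. With 3 libraries per group there are 10 ways to split the 6 libraries, so the share of splits with a result as large cannot fall below 1 in 10. The real split had 0 genes past the adjusted threshold, a count that any split reaches, so the 10 of 10 splits that reached it say nothing. It had 1492 genes at an unadjusted p-value under 0.05. At least that many occurred in 2 of the 10 splits, and the split that groups KO replicates 1 and 2 with WT replicate 3 gave 1612. As many lists were called by camera in 4 of the 10 splits and as many Reactome sets in 3 of the 10. For genes near *Pla2g4e*, 7 of the 10 splits gave as low a p-value. A genotype effect and a grouping by chance cannot be told apart with 10 splits. The number of genes at an adjusted p-value under 0.05 in cortex was 0. That is lower than the number quoted from the study above for knockdown cultures, where its threshold was 0.01. At an adjusted p-value under 0.01 the limma-voom count in cortex was also 0. Neuronal cultures after knockdown and cortex of constitutive knockout mice are other samples, so these counts do not measure the same effect.

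For the 7 lists called by camera, 0 were called when the correlation was estimated. In simulated counts with the lists shifted by their observed medians, the estimate called none of the 7 in 3 of 20 simulations and fry in 1 of 20. Correlation between the genes of a list above the preset value and a loss of power in the other tests therefore cannot be told apart. Tissue other than cortex in KO replicate 1 is argued against as the whole source, because the same 7 lists were called the same way without that library. Trends with GC content, exon length and mean level are argued against for synapse organization, whose adjusted p-value with the trends removed was 0.00337, and for striatal and oligodendrocyte markers, as 2 of these 2 lists stayed called. The 4 other lists that were lower were not called with the trends removed, which keeps this explanation open for them. Their adjusted p-values were 0.0536 for neurotransmitter secretion and for genes named for the knockdown cultures, 0.0543 for actin cytoskeleton regulation and 0.231 for neuron markers, whose median log2 fold change went from -0.15 to -0.06. Genotype and differences in dissection between animals also remain open for these lists.

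Genes typical of the olfactory bulb, which adjoins the frontal cortex, were high in KO replicate 1. After genes such as *Sp8*, *Th* and *Omp* had been seen to be high there, a list of 16 further bulb genes was written before their values were read. All 16 of the 16 were highest in KO replicate 1, whereas 22.1% of all genes tested were highest in that library. The most abundant were *Meis2* at 287 CPM against 164 to 202 CPM in the other 5 libraries, *Synpr* at 190 against 85.7 to 142 CPM, *Cdhr1* at 112 against 9.25 to 30.5 CPM and *Calb2* at 103 against 10.2 to 29.7 CPM. Of the list, 13 genes were at 1 CPM or more in all of the other 5 libraries, so cortex or its neighbourhood expresses them too, and 0 are in another list. Olfactory bulb tissue in this sample is a candidate explanation. Striatal tissue is argued against, because 1 of 10 striatal markers was highest in KO replicate 1, while 6 were highest in KO replicate 2 and 3 in WT replicate 3. The list was also lowest in WT replicate 2 for 13 of 16 genes.

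The same genes bear on the 22 genes called with the Y-linked covariate. Of these, 21 were highest in KO replicate 1 and lowest in WT replicate 2, and the other was *Sst*. The covariate sets KO replicate 1 against the library labelled WT replicate 1, and the remaining libraries against each other. Of the 14 bulb markers outside the 22 genes, 13 were also higher in KO in that fit, which largely repeats that they were highest in KO replicate 1 and low in WT replicate 2. Bulb tissue in different amounts is left open for the calls other than *Sst* and was not tested apart from those values. Sex of the animals is argued against for the 21 genes called higher. Of these, 18 were at least 2-fold higher in KO replicate 1 than in the library labelled WT replicate 1, and both libraries had high *Xist*. *Sp8* was at 28.2 against 6.98 CPM, *Th* at 39.1 against 9.49 CPM and *Omp* at 18.9 against 2.35 CPM. Among the 6 splits that keep Y-linked expression balanced, 2 called as many genes, and the split of KO replicates 1 and 2 with WT replicate 3 called 56. Genotype and chance cannot be told apart with 6 splits.

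A scan of the 19084 genes for values in 2 levels at least 8-fold apart, with the upper one at 5 CPM or more, found 7 genes. They were *Xist*, the 4 Y-linked genes, *Ttr* and *Ripor2*. *Ttr* was at 26.8 CPM in WT replicate 2 and at most 2.12 CPM in the other libraries, and no explanation was tested for it. *Ripor2* (chromosome 13, 24685508 to 24917799) was at 30.1, 31.9 and 27.8 CPM in KO and at 0.862, 30.0 and 0.942 CPM in WT. Sex is argued against, because 1 of the 2 low libraries had high *Xist* and the other had not. A lost or silenced segment is argued against, because 0 of 17 neighbours within 1 Mb had a gap of at least 3 on the log2 scale between libraries, with the widest at 1.68 and that of *Ripor2* at 4.30. An effect of the targeted *Pla2g4e* allele is left open only if WT replicate 2, at 30.0 CPM, is an exception, and 1 library does not decide this. A variant that segregates between the animals might give such a pattern, and it was not tested.

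The level of *Pla2g4e* in the library labelled WT replicate 1, 7.84 CPM, lay within the KO range. A mislabelled sample and variation between WT animals cannot be told apart here, because no other marker of the targeted allele was analysed. KO replicate 1 (5.95 CPM) and the library labelled WT replicate 1 both had high *Xist*, and each was the lowest of its group. Sex is therefore not excluded as part of this variation, and 1 library per group with high *Xist* does not test it. The transcript left in KO libraries might come from exons before or after the gene-trap cassette, which the counts summed over the gene do not show.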
